# Analysis of mir-9 Expression Pattern in Rat Retina during Postnatal Development

**DOI:** 10.3390/ijms22052577

**Published:** 2021-03-04

**Authors:** Etelka Pöstyéni, Andrea Kovács-Valasek, Péter Urbán, Lilla Czuni, György Sétáló, Csaba Fekete, Robert Gabriel

**Keywords:** mir-9, retina, postnatal development, in situ hybridization, qPCR, next-generation sequencing, synaptotagmin-17, OneCut2

## Abstract

It is well established that miR-9 contributes to retinal neurogenesis. However, little is known about its presence and effects in the postnatal period. To expand our knowledge, miRNA-small RNA sequencing and in situ hybridization supported by RT-qPCR measurement were carried out. Mir-9 expression showed two peaks in the first three postnatal weeks in Wistar rats. The first peak was detected at postnatal Day 3 (P3) and the second at P10, then the expression gradually decreased until P21. Furthermore, we performed in silico prediction and established that miR-9 targets OneCut2 or synaptotagmin-17. Another two microRNAs (mir-135, mir-218) were found from databases which also target these proteins. They showed a similar tendency to mir-9; their lowest expression was at P7 and afterwards, they showed increase. We revealed that miR-9 is localized mainly in the inner retina. Labeling was observed in ganglion and amacrine cells. Additionally, horizontal cells were also marked. By dual miRNA-in situ hybridization/immunocytochemistry and qPCR, we revealed alterations in their temporal and spatial expression. Our results shed light on the significance of mir-9 regulation during the first three postnatal weeks in rat retina and suggest that miRNA could act on their targets in a stage-specific manner.

## 1. Introduction

MiRNAs are members of small endogenous noncoding RNA molecules with a prominent regulatory function on gene expression and show tissue-specific action in vertebrates [1]. Many studies in the last decade have been devoted to revealing the presence and regulatory role of microRNAs in many diversified processes of nervous system development. It is well established that they can contribute to differentiation, proliferation and apoptosis, and their importance in various physiological and pathological conditions is also being scrutinized [2,3,4,5,6,7]. Emerging data suggest that parallel to the chronological order of retinal cell types differentiation, miRNAs are also expressed differentially during development and have a prominent negative regulatory function via mRNA degradation or repression of transcription [2,6,7,8,9,10,11,12,13,14].

In the development process of the central nervous system (CNS), sequential actions contribute to the differentiation of neuron and glial cells [15,16,17]. The mammalian retina is a characteristic multi-layered tissue and, as part of the CNS, has a fundamental role in transferring the visual signals to the brain. Its well-organized structure consists of three neural and two synaptic layers that are formed during retinal neurogenesis. This developmental process is extremely sophisticated and precisely scheduled. Sequential actions instruct multipotent retinal progenitor cells (RPC) to generate the seven principal cell types via numerous regulatory factors, then these differentiate into subtypes and connect to each other [8,18,19,20,21,22]. The retinal cells can be divided into two groups: early-born cells (amacrine cells, retinal ganglion cells, cones, horizontal cells), which mostly appear during embryonic development, and late-born cells (bipolar cells, rods, photoreceptor cells, Müller cells), mostly generated postnatally [19,20,23,24]. In recent years, considerable attention has been paid to the highly conserved mir-9, which was expressed specifically in the neurogenic regions of the brain, besides being present in the peripheral nervous system [4,13,25,26,27,28]. Loscher and his colleagues made an analysis where they compared the miRNA expression patterns of the brain and the retina. They found that 47 miRNAs were twofold more enriched in the retina than in the brain, and one of them was mir-9 [3]. Another microarray analysis has shown that from 78 miRNAs found in adult rat retinas, 21 were retina-specific. Of these 21 miRNAs, 17 had a peak at postnatal Day 10 (P10), and mir-9 was found among them [29]. The contribution of mir-9 in neurogenesis and in angiogenesis has been described in the developing brain. The inhibition of mir-9 has been found to result in increased expression levels of TLX and ONECUT transcriptional factors, changes in which lead to VEGF-A overexpression. Novel mir-9 expression in Müller cells of the retinal neuronal stem cells has also been described [28].

Several transcription factors such as members of the T-box transcription factor (Tbx), the Iroquois homeobox (Irx) and the OneCut family were suggested and confirmed to be involved in this process [13]. Mir-9 contributes to many developmental processes such as neurogenesis, neuronal cell proliferation, migration and RPC differentiation [25,26]. Its role in retinal progenitor cell differentiation and proliferation has also been described. Pre-mir-9-treated RPCs showed increased mir-9 expression levels and TLX expression decreased; on the other hand, anti-mir-9 treatment caused increased levels of TLX in RPCs. The downregulation of TLX levels and the overexpression of mir-9 cause enhanced differentiation and decreased RPC proliferation [30]. Other in vitro RPC investigations demonstrated that mir-9 targeted the upstream components of the Janus kinases- signal transducer and activator of transcription protein signaling (Jak–Stat) pathway, namely the transcription factor PTBP1, thus attaining the inhibition of Stat phosphorylation and suppression of astrogliogenesis [31,32]. La Torre et al., described that mir-9 is a key regulator factor which takes part in the competence change of retinal progenitors during development, and shows increasing expression levels between the embryonic and postnatal periods. They found that the expression of three microRNAs (mir-125, let-7, mir-9) increased in progenitors during development, while through overexpression in normal retinas, these microRNAs cause acceleration in development. They have also been described in Dicer knockout (KO) animals, where the overexpression of these miRNAs allows their progression to late progenitors and show higher OneCut2 gene expression. The knockdown of these abovementioned microRNAs results in the same phenotype as Dicer KO animals [13]. MicroRNA array results from ciliary epithelial stem cells in developing and adult retinas have shown that mir-9 is highly expressed in P4 retinas [9]. By molecular analysis, mir-9 was identified as a Müller glia-specific miRNA in the postnatal retina and detected in the middle part of the inner nuclear layer (INL), with an increasing level from P11 to adulthood [33,34]. On the other hand, mir-9 overexpression inhibits glial differentiation at P14 in mice retinas [35]. According to the miRTarBase platform, mir-9 could also target a member of the widely studied synaptotagmin family, namely synaptotagmin-17 (also known as brain/kidney (B/K) protein). The presence of synaptotagmin-17 in the central nervous system, especially in the brain, has been widely confirmed [36,37,38,39,40,41]. These previous investigations have revealed that it is an unusual isoform because of the lack of transmembrane domains, so it is not involved in exocytosis, but instead has a crucial role in intracellular membrane trafficking [37,41,42]. However, little research has been conducted to reveal the developmental distribution and expression alterations of synaptotagmin-17 in the rat retina [43,44]. Although prior studies have thoroughly investigated the role of mir-9 in embryonic retinal neurogenesis, little research has been conducted to reveal its quantity and distribution during postnatal development. The present study was designed to gain deeper insight into molecular regulation networks during postnatal retinal development by characterizing mir-9′s spatial and temporal expression with its potential two targets. We used the user-friendly and widely annotated miRNA-target interaction platforms miRTarBase and TargetScan to reveal the experimentally validated targets of mir-9. For further analysis, OneCut2, a transcriptional factor and synaptotagmin-17, known as a synaptic physiology-related regulator, was selected. For better understanding the expression of these target proteins, we also searched for miRNAs (mir-135, mir-218) which had an effect on their expression in databases and from the literature. Spatiotemporal localization of miRNAs is essential for identification of their targets and helps to explain how these molecules modulate retina function and development. Although the role of mir-9 in cell differentiation has already been described in the retina, the exact change in the quantity and distribution of expression is still unknown during postnatal development.

## 2. Results

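Small RNA of the rat retina was sequenced on the Ion Torrent PGM at 7 ages, P1, P3, P5, P7, P10, P15 and P21. The RNA of 3 retinas was pooled for each age, and the paper states that the pools were sequenced 2 times. Separate values of these runs were not analysed here. There was 1 library value per age, so no spread between animals could be calculated. The authors trimmed the reads and mapped them to the Ensembl noncoding RNAs, estimated the levels with Cufflinks and Cuffmerge, and compared all 21 pairs of ages with Cuffdiff. The deposited values list 5491 features, of which 571 are annotated as miRNA. Each feature has 1 FPKM value per age, which relates the mapped fragments to the length of the feature and to the size of the library. The paper's text does not name the normalization that was applied between libraries.

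The values are not read counts, but the low FPKM values were multiples of what 1 alignment is worth at a given feature length. At P1, 99.7% of the 5058 values under 200 alignments came out as whole numbers. The low values of P3, P5, P7, P10 and P15 were sums of 2 such steps, and those of P21 were sums of 3 steps. The steps were not assigned to sequencing runs. From these steps the number of alignments was estimated as 297301 at P1, 498285 at P3, 414756 at P5, 595737 at P7, 454032 at P10, 451064 at P15 and 1666631 at P21. The estimates after P1 assume that the steps of a library contributed equal signal. Without this assumption the number could lie between 127496 and 774633 at P15, where the steps differed most, and between 1478293 and 1789366 at P21, where they differed least. All 95% counting intervals were calculated from these estimates. They cover counting error only and leave out the variation between animals, and copies made by PCR are not independent molecules. The loci of a family were treated as separate counts. If the same reads were counted at more than 1 locus, the intervals of a family are too narrow.

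The miRNAs held 39.1% of the estimated alignments at P3 and between 58.1% and 74.2% at the other ages. The 10 most abundant features of a library held between 22.0% and 45.8%. The level of a miRNA family was the sum of the FPKM values of its loci. Fold changes are differences of log2(FPKM + 1) against P21, the reference age of Figure 1, a scale that understates the changes of features with low FPKM.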

We performed a miRNA-Seq study to get deeper insight into the gene expression regulation at the miRNA level of retinal late-born cell development (GSE159168). 

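Mir-135 was represented by 2 genes of the rat genome build Rnor_6.0. Mir135a (ENSRNOG00000035529.1) lies on the reverse strand of chromosome 7 from 32894877 to 32894976, and Mir135b (ENSRNOG00000035621.1) on the forward strand of chromosome 13 from 48976986 to 48977082. Mir-218 was represented by Mir218-2 (ENSRNOG00000035481.1), on the forward strand of chromosome 10 from 20428661 to 20428770, and by Mir3565 (ENSRNOG00000035486.2), on the forward strand of chromosome 14 from 66923083 to 66923196. The RefSeq gene list of the GRCr8 assembly gives mir-218b as a synonym of Mir3565. In that list Mir218-2 lies within Slit3, Mir3565 within Slit2, Mir135b within Blacat1 and Lemd1, and Mir135a within LOC102548260. Their position relative to the exons of these genes was not analysed here. The mean over the 7 ages was 11925 FPKM for Mir135a, 6638 FPKM for Mir135b, 9614 FPKM for Mir218-2 and 3559 FPKM for Mir3565. The measured features were 84 bases long for Mir135b and 181 bases for Mir3565, spans that differ from the coordinates given above. Because FPKM relates fragments to length, Mir3565 weighs less in the sum of its family than its alignments would give. By the mean of the estimated alignments these loci ranked 112, 166, 110 and 115 among the miRNA features. Loci of a family can share reads, and the paper's text does not state how such reads were counted, so the division of a family's level between its loci is uncertain.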

From this study, we took postnatal expression results for mir-9 and two other OneCut2- and synaptotagmin-17-related miRNAs (mir-135-synaptotagmin-17, mir-218-OneCut2) (Figure 1).

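Against P21, the log2 fold change of mir-218 was -0.60 at P1 (95% counting interval from -0.80 to -0.40), -0.21 at P3 (from -0.40 to -0.017), -1.23 at P5 (from -1.48 to -0.98) and -2.25 at P7 (from -2.52 to -1.98). It was 0.25 at P10 (from 0.066 to 0.43) and 1.05 at P15 (from 0.88 to 1.21). The log2 fold change of mir-135 was 0.070 at P1 (from -0.11 to 0.25), -0.13 at P3 (from -0.34 to 0.075), -0.74 at P5 (from -0.98 to -0.51) and -1.45 at P7 (from -1.68 to -1.23). It was 0.93 at P10 (from 0.76 to 1.10) and -0.25 at P15 (from -0.51 to 0.010). The lowest level of both families was thus that of the P7 library. The highest level was that of P10 for mir-135 and that of P15 for mir-218. Scaling each library to its miRNA total moved the values at P7 to -1.60 for mir-218 and -0.80 for mir-135. Under this scaling the sign changed for mir-218 at P1 and P3, to 0.025 and 0.66, and for mir-135 at P3 and P15, to 0.74 and 0.23. The miRNA total gives most weight to the most abundant miRNAs. Mir124-1, the miRNA feature with the highest mean FPKM, rose by 3.52 on the log2 scale from P1 to P21. How much of the sign changes this accounts for was not calculated. Scaled to the miRNA total, the value of mir-135 at P1 was 0.70 (from 0.51 to 0.88), an interval above 0. With levels per estimated miRNA alignment, an alternative chosen after the data were seen, it was 1.12 (from 0.93 to 1.30). TMM scaling over the miRNAs gave mir-135 values of -0.073 at P1 and 0.095 at P15, and with median-of-ratios scaling the value at P1 was -0.0071. The interval included 0 for mir-218 at P10 with TMM (from -0.051 to 0.31) and for mir-135 at P5 when scaled to the miRNA total (from -0.40 to 0.072).

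**Figure D1:**
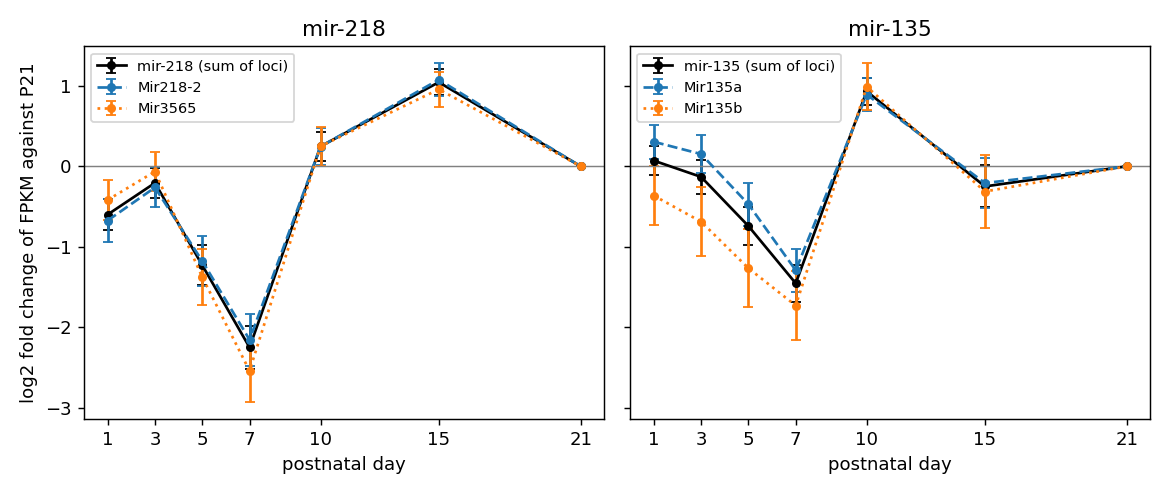
Log2 fold change of FPKM against P21 (vertical axis) by postnatal day (horizontal axis) for mir-218 and mir-135. Black lines are the sums of loci, coloured lines are the single loci, bars are 95% counting intervals for 1 pooled library per age, and the mir-218 sum is lowest at P7 (-2.25) and highest at P15 (1.05) while the mir-135 sum is lowest at P7 (-1.45) and highest at P10 (0.93).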

Their expressions had almost the same tendency: the lowest values occurred at P7 and the peak at P10. 

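At P3, the summed level of mir-218 was 12460 FPKM, compared with 9488 FPKM at P1 and 6133 FPKM at P5. On the log2 scale P3 was higher than P1 by 0.39 (95% counting interval from 0.14 to 0.64) and higher than P5 by 1.02 (from 0.73 to 1.31). With levels per estimated miRNA alignment, an alternative chosen after the data were seen, the difference between P3 and P1 was 0.18 (from -0.071 to 0.43), which includes 0. The level of mir-135 was 20441 FPKM at P1, 17771 FPKM at P3 and 11636 FPKM at P5. Its log2 difference between P3 and P1 was -0.20 (from -0.45 to 0.043), which includes 0. Scaled to the miRNA total, this difference was 0.040. It was -0.39 (from -0.64 to -0.15) with levels per estimated miRNA alignment and -0.27 (from -0.51 to -0.024) with median-of-ratios scaling over miRNAs with at least 20 alignments, also chosen after the data were seen, so whether P3 lay below P1 depended on the scaling. The level of mir-135 at P3 was higher than at P5 by 0.61 (from 0.33 to 0.90).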

Mir-9 and mir-218 had a smaller peak at P3; on the other hand, mir-135 had only one peak at P10, where mir-9 also showed the highest expression level. qPCR measurements mostly supported the sequencing data concerning mir-9 (Figure 2; Table S1).

We observed that mir-9 peaked two times in the first three postnatal weeks: a more than twofold expression was measured at P3 and at P10 (*p* < 0.0001; *p* = 0.0087). The patterns of mir-9 and its targets predicted by their quantitative expression changes were also revealed by qRT-PCR (Figure 2 and Figure 3; Table S1).

miRTarBase target detection software indicated that mir-9 targets OneCut2 based on a reporter assay study [45]. At the same time, targeting of synaptotagmin-17 was supported by qPCR examination [46]. To reveal the expression patterns of these potential targets of mir-9, RT-qPCR was performed. The mRNA expression of OneCut2 showed a gradually decreasing tendency during the examined period (Figure 3, gray); in the first period (P1–P7), this trend was more intensive (*p* < 0.01) than after P10.

Additionally, the mRNA level of synaptotagmin-17 was lower, and its changes were less dramatical than those of OneCut2 (Figure 3, spotted). Synaptotagmin-17 had a declining trend from P1 to P7, then rose at P10 and P15; finally, it showed a sharp reduction (Tables S2 and S3). In order to reveal mir-9′s appearance in postnatal Wistar rat retina, a time-course study was carried out in the first 3 weeks after birth, applying in situ hybridization (Figure 4).

The retinal tissue was counterstained with 4′,6-diamidino-2-phenylindole (DAPI) (Figure 4a) and to different controls (Figure 4b, without anti-mir-9; Figure 4c, without anti- digoxigenin (DIG) horseradish peroxidase). The presence of mir-9 was already strong at P1, mainly in the inner part of the retina. The ganglion and amacrine cells were already arranged in layers and showed remarkable hybridization-related tyramide signal amplification (TSA) fluorescence, while faintly stained cells were detected in the inner part of the neuroblast layer (NBL) (Figure 4d). At P3, the TSA signals of supposed ganglion cells and amacrine cells showed slightly increased intensity. Compared with P1 the inner part of the NBL showed lighter labeling with diverse and moderately labeled cells (Figure 4e). By P5, a decline in the staining intensity was detected compared with the earlier stages (Figure 4f). This decreased hybridization signal was also observed at P7 but, at this stage, presumed horizontal cells showed a more pronounced appearance. The signal in the entire area of INL also intensified (Figure 4g). A similar pattern was seen at P10 and P15 (Figure 4h,i) with strong cellular labeling, especially at P10. Finally, there was a sharp decline at P21, where only faintly labeled cells were detectable (Figure 4j). To confirm that mir-9 signals belong to specific cell types, co-detection of mir-9 and neuron-specific marker proteins was applied: calbindin for horizontal cells; calretinin for amacrine and ganglion cells (Figure 5).

Horizontal cells were detected at all ages (see representative images for P1 (Figure 5a), P7 (Figure 5b) and P15 (Figure 5c)), and labeling of some amacrine cells was also observed, especially at P3 (Figure 5d) and P7 (Figure 5b,e).

From the literature, it is known that mir-9 is a Müller cell-specific microRNA [34]. Based on that, we also performed an immunofluorescence staining with the Müller-cell-specific marker glutamine synthetase (GS) in P3 (Figure 6a), P7 (Figure 6b), P10 (Figure 6c) and P15 (Figure 6d) retinas to follow up its expression. GS staining was most intensive in P10 retinas but co-localization with mir-9 could not be confirmed unequivocally.

According to miRTarBase [47] mir-9, among others, potentially targets the transcription factor (OneCut2) [45] and an integral membrane protein of synaptic vesicles (synaptotagmin-17, also known as brain/kidney (B/K) protein) [46]. These abovementioned proteins were documented by immunocytochemistry combined with mir-9 in situ hybridization.

Immunofluorescence staining indicated that OneCut2 had vigorous expression patterns during the entire retinal development, especially in the ganglion cell layer (GCL) (Figure 7).

Intensive labeling was also observed in the neuroblast layer (NBL) at P1 and P5 (Figure 7(a1–a4), Figure 7(c1–c4)) but not at P3 (Figure 7(b1–b4)). Additionally, at P3, some amacrine cells were double-labeled, while at P5, horizontal cells were detected with both markers. At P5, OneCut2 had already been detected in the GCL (Figure 7(c3)) and after that, at P7 (Figure 7(d1–d4)) and P10 (Figure 7(e1–e4)), gradually increased in all retinal layers. While still high at P15, the expression of OneCut2 decreased mainly in the nuclear layers (outer nuclear layer (ONL) and INL). By co-staining of mir-9 and OneCut2, overlaps were revealed essentially in the GCL during the entire retinal development.

Contrary to OneCut2, synaptotagmin-17 showed only moderate labeling (Figure 8).

At P1 (Figure 8(a1–a4)) and P3 (Figure 8(b1–b4)), synaptotagmin-17 immunoreactivity was characteristic in the inner part of the retina (GCL and the inner part of the INL). At P3, some ganglion cells were double-labeled, while in P5 (Figure 8(c1–c4)) and P7 retinas (Figure 8(d1–d4)), we also detected some horizontal cells with both markers. After P10 (Figure 8(e1–e4)), synaptotagmin-17 intensity gradually decreased in all retinal layers in P15 (Figure 8(f1–f4)) and P21 (Figure 8(g1–g4)) retinas.

## 3. Discussion

It has been previously demonstrated that the retina undergoes several miRNA-dependent changes during development [6,8,10,12,13,14,29]. A large number of existing studies in the broader literature have emphasized that mir-9 is involved and has a crucial role in the control of development, not only in the nervous system [4,25,26,27,28] but also in the retina [9,29,31,48,49]. Xu et al. reported that the expression of mir-9 increased 10-fold from the embryonic state (E10) to adulthood in the mouse retina according to a time-course microarray study. The authors concluded that, among others, mir-9 has a responsibility in the timing of late retinal progenitor cell differentiation into mature retinal neurons and/or Müller glia [29]. During retinal development, overexpression of mir-9 promoted neuron differentiation from RPCs and suppressed glial cell differentiation [35]. In the complex process of retina development, the first two postnatal weeks are critical. The neuronal differentiation begins before birth but the termination of neurogenesis around P5 and the period of synaptogenesis (between P14 and P21) are milestone events [50].

The role of mir-9 in the retinal neurogenesis has been intensively studied in the literature, although little is known about its postnatal distribution and quantity. In our previous in situ methodical study, we saw altered mir-9 expression in the postnatal rat retina [51]. On the basis of these results, in the present work, we try to explain how mir-9 may contribute to postnatal retinal development by applying more methodical approaches and adding more age groups.

Besides mir-9, we chose two other miRNAs (mir-135 for synaptotagmin-17, mir-218 for OneCut2) from our sequencing results, which have also proven to contribute to the regulation of the expression of mir-9′s targets. Contrary to previous studies that demonstrated the gradually increasing expression of mir-9 in the first postnatal week, our qRT–PCR and miRNA-sequencing-based gene expression analyses in the retina showed that this miRNA is upregulated first at P3, but there is a declining tendency to reach a low point at P7; then, at P10, there appears a second peak [29,52]. 

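From P7 to P10, the level of mir-135 rose 5.23-fold, from 7106 FPKM, and that of mir-218 rose 5.65-fold, from 3021 FPKM. The estimated alignments behind the P7 values were 194 for mir-135 and 148 for mir-218. P7 also lay below P5, by a log2 difference of -0.71 for mir-135 (95% counting interval from -1.01 to -0.41) and of -1.02 for mir-218 (from -1.37 to -0.68). With TMM scaling, the difference between P7 and P5 was -0.58 for mir-218 (from -0.92 to -0.23) and -0.27 for mir-135 (from -0.57 to 0.033), so that the order of these ages was within counting error for mir-135. P7 had the lowest value of both families with the FPKM as deposited and under each of the scalings tried.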

The other two miRNAs which target the same mRNAs showed a similar tendency to mir-9 expression: their lowest point was at P7; afterwards, they showed an increase. 

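Between P10 and P15 the families moved apart. The level of mir-218 was higher at P15 than at P10 by 0.80 on the log2 scale (95% counting interval from 0.58 to 1.01), at 29670 FPKM and 17060 FPKM. The log2 difference of mir-135 was -1.18 (from -1.46 to -0.90), with 37151 FPKM at P10 and 16373 FPKM at P15.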

The mir-135 had a peak at P10, while mir-218 had its higher point at P15 and P10. 

The web-based platforms miRTarBase and TargetScan contain broadly annotated, validated miRNA–target interaction datasets. From these we obtained evidence that OneCut2 is a target of mir-9 and mir-218. Mir-218 was also described in the nervous system [53] and shown to regulate the expression of OneCut2 [54]. Several studies have supported the essential role of the members of the OneCut transcription regulator family in development in various parts of the body such as the liver [55,56], the central nervous system [57,58,59] and also in the retina [36,52,60,61]. It has also been revealed that OneCut1 and OneCut2 have similar temporal and spatial expression levels at all stages of retinal development [36]. Although OneCut1 has a higher expression level than OneCut2, both could contribute synergistically to the transition from early to late competence in a dose-dependent manner via regulation of the Lhx1 transcription factor [60]. It is also important to note that earlier investigations tended to assign a role for OneCut 1 and 2 in retinal development but this has not been studied in a comprehensive time-scale resolution postnatally, but only in embryonic phases, emphasizing the effect of OneCut family members on early cell fate regulation [52]. We attempted to explore OneCut2′s appearance by dual qPCR and miRNA-ISH/IHC. Our sequencing results show that mir-9 and mir-218 expression levels had their lowest point at P7; afterwards, they both increased. 

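Both mir-218 loci were at their lowest level at P7, with 2352 FPKM from Mir218-2 and 669 FPKM from Mir3565, for which 87 and 61 alignments were estimated. Mir218-2 was 5.28-fold higher at P10 and 9.39-fold higher at P15 than at P7, and Mir3565 was 6.92-fold and 11.3-fold higher. Both loci were highest at P15. Their alignments were similar at other ages, such as 139 and 152 at P1 and 749 and 686 at P21. Because loci of a family can share reads, these may not be 2 separate measurements.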

The OneCut2 expression levels studied by qPCR also decreased until P21. Mir-9 qPCR results also showed higher expression at P3 than in P10, where both the mir-9 and mir-218 sequencing results and the mir-9 qPCR results show peak expression. Our results are in good agreement with earlier examinations showing that OneCut2 is expressed mainly in the GCL. Additionally, horizontal cells in the INL are also able to express this transcription factor postnatally to maintain horizontal cell specification and differentiation [36].

We observed, by in situ hybridization, that mir-9 is highly expressed in the retina, especially in the proximal part. Proposed ganglion and amacrine cells have shown remarkable labeling during the postnatal development during the first 3 weeks; in addition, horizontal cells were also detected. Considering the localization results from in situ hybridization, it seems reasonable to assume that the mir-9 expression detected by qRT–PCR and miRNA sequencing reflects its expression in the RGCs and the cells of the INL of the rat retina.

As has been previously reported in the literature, a single miRNA can regulate an entire set of target genes [2,7]. According to the miRTarBase platform, mir-9 and mir-135 could also target a member of the widely studied synaptotagmin family, namely synaptotagmin-17. Mir-135 expression was also described in the developing and the adult nervous system [53,62,63,64]. Its role in the nervous system was identified as stimulator factor for axon growth and neuron migration. Furthermore, it has a developmentally dependent expression pattern during postnatal development in the mouse brain [62,63]. Both mir-135 and mir-9 showed higher expression levels in Müller cells than in neurons in a microRNA profile study where mir-135 showed increased expression in Müller cells in individuals older than those in the P11 group [34]. In our study, we could not confirm this previous finding, although both mir-9 and mir-135 had a peak at this age. The presence of synaptotagmin-17 in the central nervous system, especially in the brain, has also been widely confirmed [37,38,39,40,41]. These previous investigations revealed that it is an unusual isoform, because of the lack of transmembrane domains, so it is not involved in exocytosis but instead have a crucial role in intracellular membrane trafficking [37,41,42]. However, little research has been conducted to reveal the developmental distribution and expression alterations of synaptotagmin-17 in the rat retina [43,44]. It was observed in the ganglion cells, in a few amacrine cells and in the radial fibers of Müller cells [43]. Although its function is not clear in the retina, it could contribute to B/K protein regulation by the protein kinase A (PKA) intracellular signaling pathway [43,65,66]. Both mir-9 and mir-135 have their lowest point at P7, then increased, where they had the highest expression point at P10. 

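Both mir-135 loci were lowest at P7 and highest at P10. Mir135a rose from 4735 FPKM at P7 to 21524 FPKM at P10, a 4.54-fold difference, and Mir135b rose from 2370 FPKM to 15627 FPKM, a 6.59-fold difference. The estimated alignments rose from 143 to 383 for Mir135a and from 51 to 199 for Mir135b. Mir135b at P7 was not distinguishable from P5, with a log2 difference of -0.46 (95% counting interval from -1.08 to 0.15).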

The mir-9 and synaptotagmin-17 qPCR results also showed a decreasing tendency until P7 and, afterwards, they both increased. By combined miRNA-ISH/IHC, we have shown that synaptotagmin-17 is co-expressed with mir-9 postnatally, mostly in ganglion cells and less intensively in amacrine and horizontal cells, and showed the highest expression levels at P3 and P10, while P21 was the lowest point.

Generally, in order to exert its effect, an miRNA must be expressed in the same cells as its mRNA targets [2,7]. The analysis of the cellular co-localization of mir-9 with OneCut2 and synaptotagmin-17 suggests that they are also strongly co-expressed, mainly in ganglion cells and less intensively in amacrine and horizontal cells. Furthermore, our results show that mir-9, mir-218 and mir-135 could act on these targets in a stage-dependent manner. This effect seems to be particularly important on ganglion cells at all stages, on amacrine cells at P3 and P5, and finally on horizontal cells at P5 and P7. 

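The changes of mir-218 and mir-135 were set beside those of all 571 expressed miRNA features of the same libraries. The median log2 fold change of these features against P21 was -0.39 at P7 (95% interval from -0.58 to -0.20) and -0.37 at P15 (from -0.49 to -0.25), and between -0.024 and 0.049 at the other ages. At P7, the median of the mir-135 loci lay at percentile 8.91 of 10000 random miRNA lists of the same size and mean FPKM, and that of the mir-218 loci at percentile 11.2. The lists were not matched on alignments, so they can hold short features with few alignments. AC132627.1, for example, had a mean of 11266 FPKM from 3.52 estimated alignments. Such features can widen the spread of the random lists, so all these percentiles are approximate. The median of the 4 loci of both families lay at percentile 3.03 at P7 and 5.04 at P5. At P10 the percentiles were 77.3 for mir-135 and 43.0 for mir-218, and at P15 they were 50.1 and 96.8. The lowest level was that of P7 for 119 of the 571 features (20.8%, Wilson 95% interval from 17.7% to 24.4%), and the highest level was that of P10 for 65 (11.4%, from 9.03% to 14.3%). Neither age was the most frequent among these 571 features, although the interval of P15 as the lowest age (from 18.9% to 25.6%) overlapped that of P7. The lowest level was that of P15 for 126 features and that of P1 for 106, and the highest level was that of P21 for 170 and that of P1 for 126. With TMM scaling, the shares at P7 and P10 were 9.28% and 6.30%. Among the 352 miRNAs with a mean of at least 20 estimated alignments, a filter chosen after the data were seen, they were 28.1% and 14.2%. Scaling to the miRNA total shifts all features by 0.65 at P7 and 0.48 at P15, which changes the sign of both medians. The paper sets the levels of these miRNAs beside the qPCR levels and the cellular localization of the targets, and proposes an effect that depends on the stage.

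**Figure D2:**
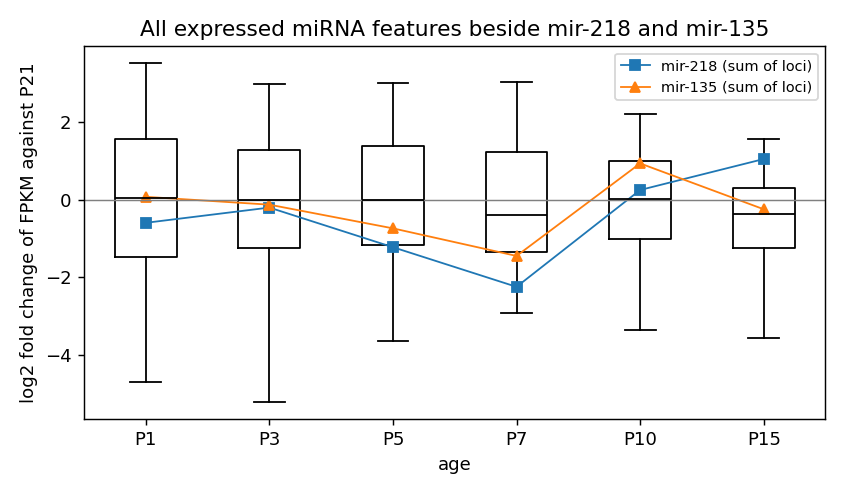
Log2 fold change of FPKM against P21 (vertical axis) at each age (horizontal axis) for the expressed miRNA features. Boxes span the quartiles with the median as a line, whiskers run from the 5th to the 95th percentile, coloured lines are the sums of the mir-218 and mir-135 loci, and the median feature lies at -0.39 at P7.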

Bearing in mind that one mRNA can be targeted by many miRNAs, the translation of a mRNA always depends on the dynamic interaction as well as on the abundance of its miRNAs. It is also well-known that miRNAs can act not only by translational repression but can also have silencing effects or even inducing effects on transcription [67]. According to these facts, our results suggest that mir-9 could induce the transcription of OneCut2 and synaptotagmin-17. However, miRNA–mRNA interaction is only one crucial actor in these molecular processes that affect the expression of these targets. At the same time, they also have a not inconsiderable role in the maintenance and regulation of feedback and feedforward cellular fate, determining molecular networks [67,68].

In conclusion, our results shed some light on the possible stage-dependent transcriptional regulatory role of mir-9 via OneCut2 and synaptotagmin-17 in the postnatal development of the rat retina. However, in order to get deeper insight into the miRNA regulatory process during the postnatal development, additional investigations are necessary (e.g., mir-9 knockout or luciferase assays).

## 4. Materials and Methods

### 4.1. Animal Procedures

Research was conducted in compliance with the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research. Wistar rats aged between postnatal Day 1 (P1) to 21 (P21) were used. Animals were housed under light/dark cycles of 12:12 h with food and water supplied ad libitum. Wistar rats were anesthetized by inhalation using Forane prior to sacrifice. Harvesting processes were executed at the same hour of the day to avoid circadian variations in miRNA expression. Eyes were dissected, and eyecups were prepared and fixed in 4% paraformaldehyde (PFA) for 20 min, cryoprotected, embedded in Shandon Cryomatrix, cut at 12 µm in a cryostat, mounted onto Super Frost Ultra Plus slides and stored at −80 °C until use. In other cases, eyes were removed and then retinas were fixed after dissection in ice-cold RNase-free phosphate-buffered saline (PBS) and stored at −80 °C until use.

### 4.2. RNA Isolation

Small and large RNAs were extracted using a spin column-based method, namely the NucleoSpin miRNA kit (Macherey–Nagel, Düren, Germany) following the manufacturer’s instructions with slight modifications. RNAs were eluted in 50 μL of nuclease-free water pre-heated to 90 °C. An Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA) was applied to measure the quality and quantity of the RNA: the Agilent Small RNA Kit for microRNAs and the Agilent RNA 6000 Nano Kit for total RNA. The miRNA content was also measured by the Qubit microRNA Assay Kit (Thermo Fisher Scientific, Waltham, MA, USA).

### 4.3. Small RNA Sequencing and Computational Analyses

Three RNA samples (RNA integrity number (RIN) > 7) from retinas of each age group were pooled and used for sequencing twice according to the manufacturer’s protocols. In brief, pooled RNAs were enriched for small RNAs and then ligated with sequencing adapters. The ligated RNA sample was reverse transcribed, then purified and size-selected with a magnetic bead-based Cleanup Module. Finally, barcodes (Ion Xpress RNA-Seq Barcode 01–16 Kit, Thermo Fisher Scientific, Waltham, MA, USA) were added with the Total RNA-Seq Kit v2 (Thermo Fisher Scientific, Waltham, MA, USA). The quality and quantity of the library were detected via the High Sensitivity Chip of Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA). For template preparation, diluted libraries were clonally amplified by emulsion PCR in the Ion OneTouch 2 system (Thermo Fisher Scientific, Waltham, MA, USA) using the Ion PGM Template OT2 200 kit. Templated ISPs were loaded onto an IonTorrent 316 Chip and run on the Ion Personal Genomics Machine (PGM) (Thermo Fisher Scientific, Waltham, MA, USA). Raw files generated by the Ion PGM system (Thermo Fisher Scientific, Waltham, MA, USA) were trimmed, then mapped to the noncoding RNAs from ENSEMBL using the automated pipeline of the Ion Torrent Suite Software. Aligned BAM files were uploaded into a Galaxy web-based platform [69] and the relative abundance of the transcripts was estimated by applying Cufflinks, then several Cufflinks were merged via Cuffmerge. Finally, to detect significant changes in transcript expression, the Cuffdiff application was used [70]. 

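In the authors' deposited table of Cuffdiff comparisons, 306 comparisons of a feature between 2 ages are marked as significant, and 304 of them have 1 of the ages listed at 0. The authors' deposited table marks 139 comparisons of lincRNAs, 46 of snoRNAs and 34 of miRNAs. None of the 21 comparisons of each of Mir135a, Mir135b, Mir218-2 and Mir3565 is marked in the authors' deposited table, where the smallest q-value of each is 0.952. The counting intervals of P10 against P7, calculated here from the estimated alignments, ran from 2.13 to 2.64 for mir-135 and from 2.20 to 2.80 for mir-218 on the log2 scale, and they leave out the variation between animals.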

The data have been deposited in the NCBI’s Gene Expression Omnibus [71] and are accessible through GEO Series accession number GSE159168 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE159168, accessed on 1 December 2021). Further analysis and visualization of the datasets were carried out in an R Studio Software environment [72]. The potential target genes of mir-9 were predicted by the miRTarBase online platform (http://mirtarbase.cuhk.edu.cn/php/index.php, accessed on 24 January 2019) [47].

### 4.4. Reverse Transcription and Real-Time PCR Quantitation

For miRNA detection, two-step qPCR was carried out. Briefly, cDNA synthesis from 10 ng RNA using the TaqMan MicroRNA Assay Kit (Thermo Fisher Scientific, Waltham, MA, USA) and qPCR using the StepOne Plus qPCR System (Thermo Fisher Scientific, Waltham, MA, USA) was performed according to the manufacturer’s instructions. The miRNA-specific TaqMan MicroRNA Assay was applied (mir-9: Assay ID 000583) and U6 (Assay ID 001973) was used as an endogenous control. The relative expression levels of each miRNA were determined by using the 2^−ΔΔCt^ method [73] and log2-transformed mir-9/U6 expression ratios were used for further analysis.

For mRNA analysis, 1 μg of total RNA was used with the RevertAid Reverse Transcriptase (Thermo Fisher Scientific, Waltham, MA, USA) and random hexamer primers to generate cDNA according to the manufacturer’s instructions. The predicted targets of mir-9 were amplified using gene-specific TaqMan assays (OneCut2: Rn01265320_m1; synaptotagmin-17: Rn01507712_m1). The thermal profile was as follows: 95 °C for 10 min of initial denaturation followed by 40 cycles of 95 °C for 15 s to denature and 60 °C for 60 s to anneal and extend the product. Relative product quantities were determined using Step One software and the 2^−ΔΔCt^ analysis method [70] using glyceraldehyde 3-phosphate dehydrogenase (GAPDH; Rn01749022_g1) as an endogenous control; RQ values are presented ± SEM (one-way ANOVA following Tukey’s post hoc analysis; * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001).

### 4.5. Combined MicroRNA In Situ Hybridization and Immunocytochemistry

Slides stored for localization investigation were used to detect mir-9 (Exiqon, Cat#: 88078-01, sequence: TCATACAGCTAGATAACCAAAGA) expression patterns by implementing our previously described in situ hybridization (ISH) method in retinal tissue sections [50]. Briefly, the sections were post-fixed in 4% paraformaldehyde (PFA) for 10 min, treated with 5 mg/mL proteinase K (Sigma-Aldrich, Budapest, Hungary), acetylated in acetic anhydride/triethanolamine and pre-hybridized in a hybridization solution for 4 h (50% formamide, 0.3 M sodium-chloride (pH 7.0), 20 mM Tris-HCl; 5 mM EDTA, 1× Denhardt’s solution, 0.5 mg/mL yeast tRNA, 1× Denhardt’s solution). The tissues were then hybridized with 5′ DIG-labeled LNA detection probe in a hybridization solution at 30 °C below RNA probe Tm overnight. As negative controls, slides incubated without a microRNA probe or without anti-DIG horseradish peroxidase were used. Following hybridization, sections were washed with saline-sodium citrate (SSC) at 65 °C and incubated at room temperature with a blocking solution (30 min, Roche, Welwyn Garden City, UK), followed by a second block in a TNB (Tris–NaCl blocking) buffer (0.1 M Tris-HCl (pH 7.5), 0.15 M NaCl, 0.5% Blocking Reagent (Roche, Budapest, Hungary)).

Sections were incubated with a mouse anti-DIG horseradish peroxidase antibody (1:500, Perkin Elmer, Per-Form Hungary Kft., Budapest, Hungary) and with rabbit anti-calbindin-D28K (1:1000, Swant, Marly, Switzerland; CB38) and rabbit anti-calretinin (1:1000, Swant, Marly, Switzerland; CR7697) or with glutamine synthetase (1:1000, Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA; PA5-28940). For the target immunostaining, we used anti-OneCut2 (1:100, Cambridge, UK; ab28466) or Synaptotagmin-17 (1:100, Abcam, Cambridge, UK; ab220261) and we incubated sections in a humidified chamber overnight.

Following TNT (Tris–NaCl–Tween) buffer washes, the primary antibodies were revealed using Alexa Fluor 488 (1:1000, Thermo Fisher Scientific, Waltham, MA, USA A11034). Slides were then thoroughly washed in the TNT buffer (3 × 5 min). The in situ hybridization signals were detected using the tyramide signal amplification system (TSA) according to the manufacturer’s instructions (1:50, Perkin Elmer, Per-Form Hungary Kft., Budapest, Hungary). Slides were washed (TNT, 3 × 5 min) and mounted in Prolong Gold antifade reagent with DAPI before being analyzed in a confocal microscope (Olympus IX 81 inverse platform—Olympus Fluoview FV-1000 Laser Confocal Scanning Microscope; Olympus, Tokyo, Japan).

## Figures and Tables

**Figure 1:**
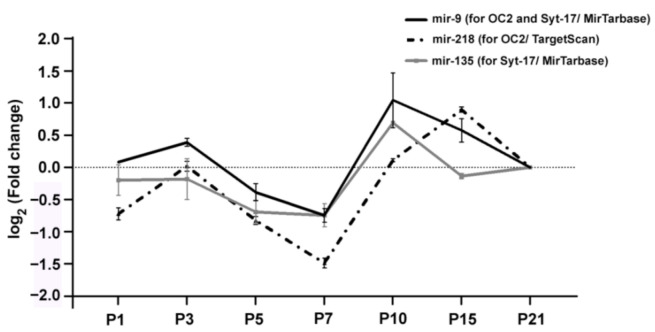
The sequencing results of mir-9 (black line), mir-218 (dashed line) and mir-135 (gray line). Fold changes are represented as log2 fold change compared with P21. OC2, OneCut2; Syt-17, synaptotagmin-17.

**Figure 2:**
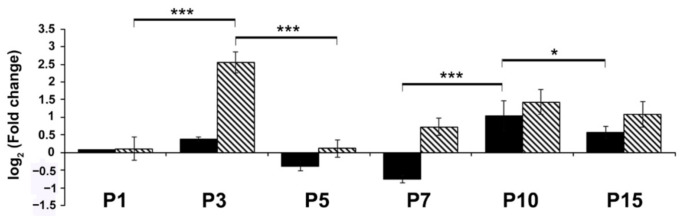
The altered expression of miR-9 revealed by RNA-sequencing (black) and RT-qPCR (striped). The change in miR-9 expression was calculated with U6snRNA as a reference gene for normalization. Fold changes are represented as log2 fold change compared with P21 (* *p* < 0.05, *** *p* < 0.001; Table S1).

**Figure 3:**
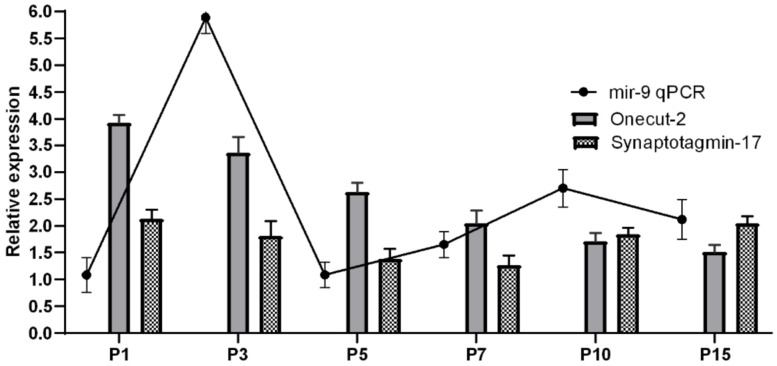
Relative expression levels of miR-9 target genes: OneCut2 (gray), synaptotagmin-17 (spotted) and mir-9 (black line) determined by RT-qPCR. Target genes expression levels were normalized against glyceraldehyde-3-phosphate dehydrogenase (GAPDH) as an internal control gene. The change in mir-9 expression was calculated with U6snRNA as a reference gene for normalization. Expression was compared with P21.

**Figure 4:**
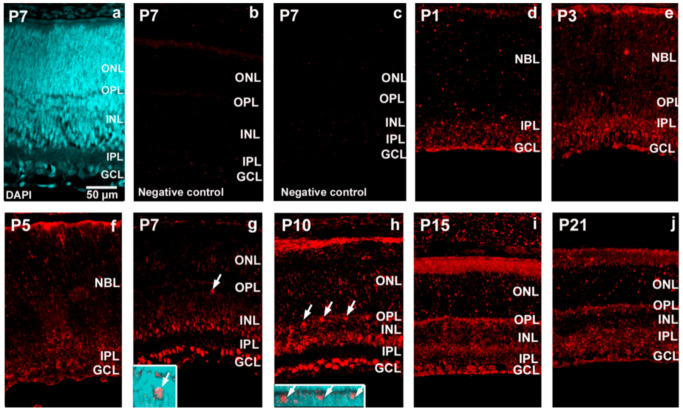
The cellular localization of miR-9 in the Wistar rat retina in the first 3 postnatal weeks by in situ hybridization ((**d**) P1; (**e**) P3; (**f**) P5; (**g**) P7; (**h**) P10; (**i**) P15; (**j**) P21). The retina has been counterstained with 4′,6-diamidino-2-phenylindole (DAPI) (**a**) and different controls (**b**) without anti-mir-9, or (**c**) without anti-digoxigenin (DIG)-horseradish peroxidase are presented. Insert images demonstrate the overlap of mir-9 in situ hybridization (ISH) with DAPI. Arrows indicate horizontal cells at P7 and P10. The scale bar represents 50 µm. GCL, ganglion cell layer; IPL, inner plexiform layer; NBL, neuroblast layer; INL, inner nuclear layer; OPL, outer plexiform layer; ONL, outer nuclear layer.

**Figure 5:**
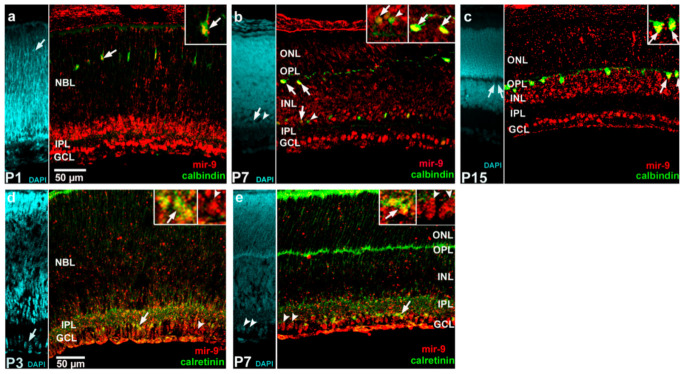
Representative images of miR-9 (red: tyramide signal amplification (TSA) Cy 3) co-detection with neuron-specific marker protein (calbindin D28k or calretinin; green: Alexa Fluor-488) at the indicated postnatal days (mir-9 with calbindin: (**a**) P1; (**b**) P7; (**c**) P15; mir-9 with calretinin: (**d**) P3; (**e**) P7). Insert images demonstrate the overlap or nonoverlap of ISH–dual IHC. Co-localizations are shown by arrows, while non-co-localized cells are demonstrated by arrowheads. The scale bar represents 50 µm. GCL, ganglion cell layer; IPL, inner plexiform layer; NBL, neuroblast layer; INL, inner nuclear layer; OPL, outer plexiform layer; ONL, outer nuclear layer.

**Figure 6:**
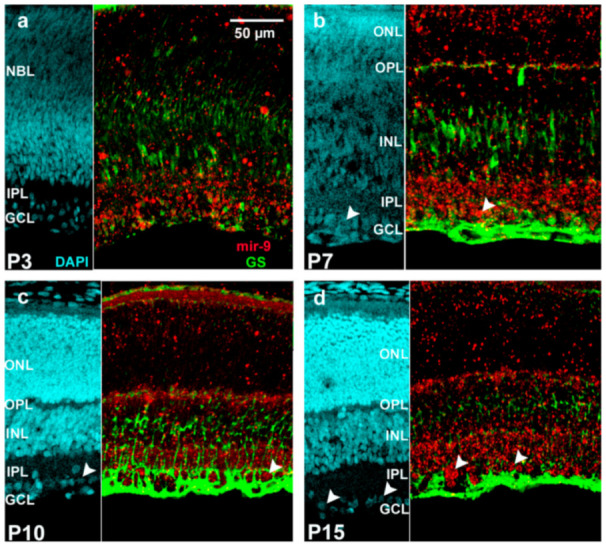
Representative images of miR-9 (red: TSA Cy 3) co-detection with Müller glia-specific marker protein (glutamine synthetase (GS); green: Alexa Fluor-488) at the indicated postnatal days ((**a**) P3, (**b**) P7, (**c**) P10, (**d**) P15). Non-co-localized cells are demonstrated by arrowheads. The scale bar represents 50 µm. GCL, ganglion cell layer; IPL, inner plexiform layer; NBL, neuroblast layer; INL, inner nuclear layer; OPL, outer plexiform layer; ONL, outer nuclear layer.

**Figure 7:**
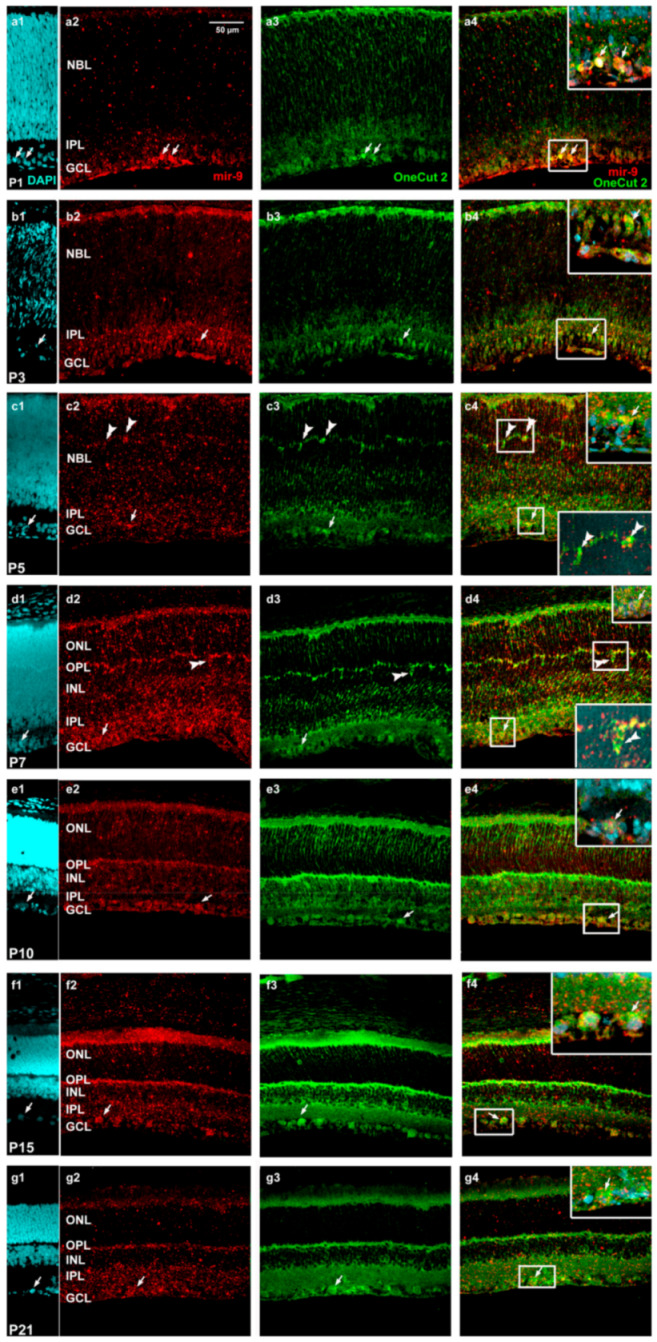
Characterization of miR-9-expressing (red: TSA Cy3) cells (in situ hybridization) and OneCut2 (green: Alexa Fluor-488) by immunolabeling in postnatal developing retina sections at the indicated ages ((**a**1–**a**4) P1; (**b**1–**b**4) P3; (**c**1–**c**4) P5; (**d**1–**d**4 P7; (**e**1–**e**4) P10; (**f**1–**f**4) P15; (**g**1–**g**4) P21). The first column demonstrates the DAPI staining, the second column shows mir-9 and the third column represents OneCut2 staining. The fourth column demonstrates the merged images of ISH–IHC staining. Arrows indicate ganglion cells, and horizontal cells are demonstrated by double arrowheads. Scale bar, 50 µm in Panel a2. NBL, neuroblast layer; GCL, ganglion cell layer; IPL, inner plexiform layer; INL, inner nuclear layer; OPL, outer plexiform layer; ONL, outer nuclear layer.

**Figure 8:**
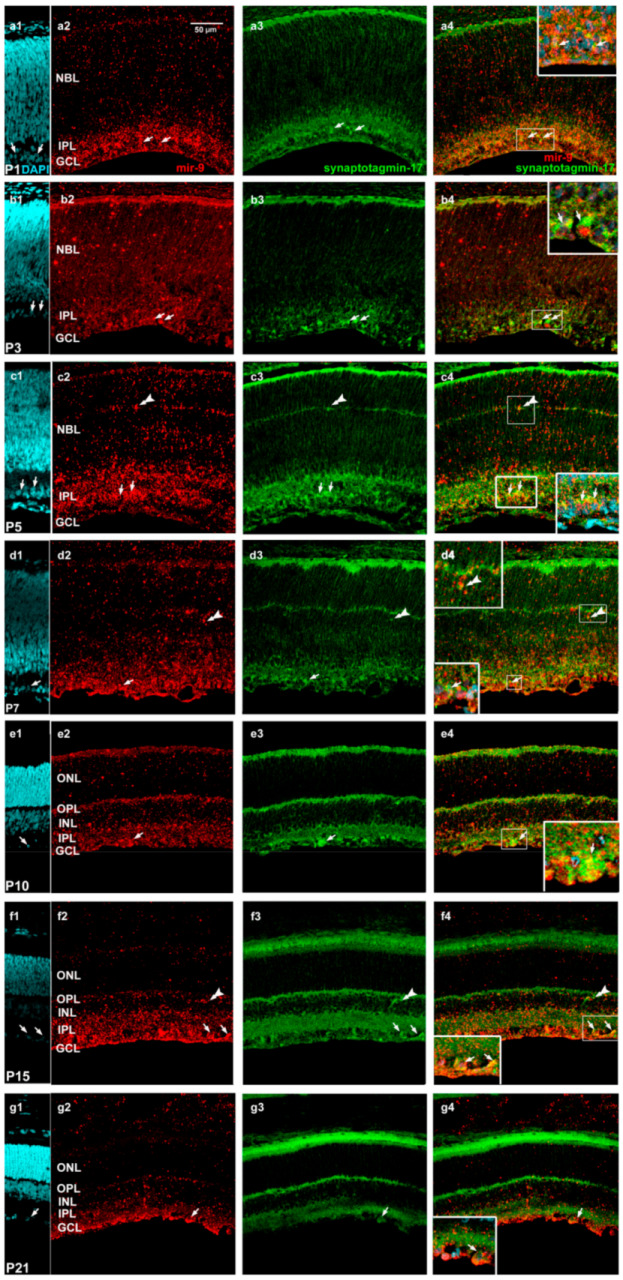
Characterization of miR-9-expressing (red: TSA Cy3) cells (in situ hybridization) and synaptotagmin-17 (green: Alexa Fluor-488) by immunolabeling in postnatal developing retina sections at the indicated ages ((**a**1–**a**4) P1; (**b**1–**b**4) P3; (**c**1–**c**4) P5; (**d**1–**d**4) P7; (**e**1–**e**4) P10; (**f**1–**f**4) P15; (**g**1–**g**4) P21). The first column demonstrates the DAPI staining, the second column shows mir-9 and the third column represents synaptotagmin-17 staining. The fourth column demonstrates the merged images of ISH–IHC staining. Arrows indicate ganglion cells and horizontal cells are demonstrated by double arrowheads. The scale bar seen in Panel a2 represents 50 µm. NBL, neuroblast layer; GCL, ganglion cell layer; IPL, inner plexiform layer; INL, inner nuclear layer; OPL, outer plexiform layer; ONL, outer nuclear layer.

## Data Availability

The data presented in this study are available in Supplementary material (Tables S1–S3).

## Supplementary Materials

The following are available online at https://www.mdpi.com/1422-0067/22/5/2577/s1, Table S1: Multiple comparison of miR-9 expression at different time points analyzed by ordinary one-way ANOVA with Tukey’s post-hoc test. Table S2: Multiple comparison of OneCut2 mRNA expression at different time points analyzed by ordinary one-way ANOVA with Tukey’s post-hoc test. Table S3: Multiple comparison of synaptotagmin-17 mRNA expression at different time points analyzed by ordinary one-way ANOVA with Tukey’s post-hoc test.

## Abbreviations

CNS	central nervous system
RPC	retinal progenitor cells
Tbx	T-box transcription factor
Irx	Iroquois homeobox
INL	inner nuclear layer
GCL	ganglion cell layer
IPL	inner plexiform layer
OPL	outer plexiform layer
ONL	outer nuclear layer
NBL	neuroblast layer
RT-qPCR	quantitative reverse transcription PCR
TSA	tyramide-signal amplification
ISH	in situ hybridization
PBS	phosphate-buffered saline
anti-DIG- horseradish peroxidase	anti-digoxigenin-horseradish peroxidase
PFA	paraformaldehyde
TNT	Tris–NaCl–Tween
SSC	saline-sodium citrate
GS	glutamine synthetase
TNB	Tris–NaCl blocking
DAPI	4′,6-diamidino-2-phenylindole
PGM	Ion Personal Genomics Machine

# Supplementary material for: Analysis of mir-9 Expression Pattern in Rat Retina during Postnatal Development
**Source:** Int J Mol Sci. 2021 Mar 4;22(5):2577. doi: 10.3390/ijms22052577
**Supplement:** Supplementary file 1

Article

# Analysis of mir-9 expression pattern in rat retina during postnatal development

Etelka Pöstyéni <sup>1</sup>, Andrea Kovács-Valasek<sup>1\*</sup>, Péter Urbán<sup>2</sup>, Lilla Czuni<sup>2</sup>, György Sétáló Jr.<sup>3</sup>, Csaba Fekete<sup>2</sup> and Róbert Gábel<sup>1\*</sup>

Table S1. Multiple comparison of miR-9 expression in different time points analyzed by ordinary one-way ANOVA with Tukey's post-hoc test. Upper part represents data obtained from RT-qPCR, while lower section shows miRNA-sequencing data. (\*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ )

|           | P1  | P3             | P5             | P7            | P10           | P15         | P21            |
|-----------|-----|----------------|----------------|---------------|---------------|-------------|----------------|
| RT-qPCR   | P1  | ***<br><0.0001 | ns             | ns            | *<br>0.0274   | ns          | ns             |
|           | P3  |                | ***<br><0.0001 | ***<br>0.0003 | ns            | *<br>0.0145 | ***<br><0.0001 |
|           | P5  |                |                | ns            | ns            | ns          | ns             |
|           | P7  |                |                |               | ns            | ns          | ns             |
|           | P10 |                |                |               |               | ns          | **<br>0.0072   |
|           | P15 |                |                |               |               |             | ns             |
|           | P1  | P3             | P5             | P7            | P10           | P15         | P21            |
| miRNA-Seq | P1  | ns             | ns             | ns            | *<br>0.0143   | ns          | ns             |
|           | P3  |                | ns             | ns            | **<br>0.0061  | ns          | ns             |
|           | P5  |                |                | ns            | ***<br>0.0005 | ns          | ns             |
|           | P7  |                |                |               | ***<br>0.0002 | *<br>0.0219 | ns             |
|           | P10 |                |                |               |               | *<br>0.0194 | ***<br>0.0006  |

Table S2. Multiple comparison of OneCut2 mRNA expression in different time points analyzed by ordinary one-way ANOVA with Tukey's post-hoc test. (\*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ )

|     | P1 | P3 | P5 | P7 | P10 | P15 | P21    |
|-----|----|----|----|----|-----|-----|--------|
| P1  |    | ns | ns | *  | **  | *** | ***    |
| P3  |    |    | ns | ns | *   | **  | ***    |
| P5  |    |    |    | ns | ns  | ns  | 0.0008 |
| P7  |    |    |    |    | ns  | ns  | *      |
| P10 |    |    |    |    |     | ns  | 0.0297 |
| P15 |    |    |    |    |     |     | ns     |

Table S3. Multiple comparison of synaptotagmin-17 mRNA expression in different time points analyzed by ordinary one-way ANOVA with Tukey's post-hoc test. (\*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ )

|     | P1 | P3 | P5 | P7 | P10 | P15 | P21   |
|-----|----|----|----|----|-----|-----|-------|
| P1  |    | ns | ns | ns | ns  | ns  | *     |
| P3  |    |    | ns | ns | ns  | ns  | 0.026 |
| P5  |    |    |    | ns | ns  | ns  | ns    |
| P7  |    |    |    |    | ns  | ns  | ns    |
| P10 |    |    |    |    |     | ns  | ns    |
| P15 |    |    |    |    |     |     | *     |
|     |    |    |    |    |     |     | 0.031 |

How the deposited data were processed for this re-analysis (not part of the article)

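Small RNA libraries of the Wistar rat retina at 7 ages were analysed, with 1 value per age from a pool of 3 retinas that the paper states was sequenced 2 times. The authors trimmed the Ion Torrent reads, mapped them to the Ensembl noncoding RNAs and ran Cufflinks, Cuffmerge and Cuffdiff, and they deposited FPKM values with the p-values and q-values of 21 pairs of ages. The versions and options of these programs are not given in the paper's text. The deposited FPKM value of a feature at an age is the same in every pair, so 1 value per feature and age was used. The deposited q-values are Benjamini-Hochberg values over the 114143 comparisons with status OK, and recomputing them from the deposited p-values gave a largest difference of 5.23e-07. The deposited fold changes and test statistics were not used.

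The design assumed that counts might be given. Because the values are FPKM, no count test was run, and with 1 library per age no test between ages was possible. Levels were compared as log2(FPKM + 1) against P21. A miRNA feature was counted as expressed at a mean of at least 10 FPKM, which all 571 miRNA features passed, so this filter removed none. Of these, 322 have a symbol found in the RefSeq gene list of the GRCr8 assembly, from which only names and neighbouring genes were taken. Mir-9 is not reported here.

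Estimated alignments were obtained from the steps between low FPKM values. The value of 1 alignment was found for 607 of the 724 feature lengths at P1 and interpolated for the rest, and the steps of the other libraries were expressed in this unit. Between 99.4% and 99.9% of the low values of a library fell on whole-number sums of its steps. The procedure was tested on simulated data for the same features. The true number of steps was found in 7 of 7 simulated libraries, and the largest error of an estimated total was 0.155%. The true log2 change lay in the 95% counting interval for 96.5% of 199 changed features. The simulation gave each step of a library equal signal, so it does not test that assumption. Intervals of log2 changes use the counting error of the estimated alignments and leave out variation between animals. A level of 3 alignments was taken as the floor.

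Alternatives set before the data were examined were scaling each library to its miRNA total, median-of-ratios and TMM scaling over the miRNAs (trimming 30% of the ratios and 5% of the levels at each end), pseudocounts of 0.1 and 10, single loci and the mean over loci, filters at a mean of 100 FPKM and at a level above 0 in every library, loci of 1 mature name counted together, the mean of all ages as the reference, and leaving out each age. Against P21, scaling to the miRNA total shifts all miRNAs by 0.63 at P1, 0.87 at P3, 0.58 at P5, 0.65 at P7, 0.24 at P10, 0.48 at P15 on the log2 scale. The shifts of median-of-ratios scaling are -0.077, -0.035, -0.13, 0.25, -0.0065, 0.24 and those of TMM are -0.14, -0.13, -0.089, 0.35, -0.12, 0.35 at the same ages. Alternatives added after the data were seen were a filter at a mean of 20 estimated alignments, median-of-ratios scaling over the miRNAs that pass it, and levels per estimated miRNA alignment.

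The miRNAs named were chosen by a rule set before the data were examined. It covers the loci of the paper's families, the let-7 and mir-125 families, lists for progenitor timing, photoreceptors, neurons, proliferation, pigment epithelium, blood and muscle, the 5 miRNAs with the highest mean level, and the 5 largest rises and falls from P1 to P21 with the same direction at P10, P15 and P21. Mir30c1, Mir30c2 and Mir3556a, and the ranking limited to miRNAs with at least 20 alignments, were added after their values were seen. The position of a list was given as the percentile of its median among 10000 random lists, with each member drawn from the 20 miRNAs nearest in mean FPKM. Alignments were not matched, so the random lists can hold features with few alignments. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures used matplotlib 3.10.9.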

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

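All tests in this part were chosen after the results were seen, although the muscle and pigment epithelium lists were fixed before the data were examined. None of these features is discussed in the paper, there are no control samples, and none of the results has a replicate. The rules that decide the tests of a shared batch and of pigment epithelium were changed after their values were seen, and by the first rules the shared batch was favoured and pigment epithelium was argued against.

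The 3 miRNAs of the muscle list, Mir1b, Mir133b and Mir206, were high at P3 and P5, well above the limit that a count of 0 allows. Their median log2 fold change against P21 was 4.09 at P3 and 3.40 at P5, and between -1.14 and 0.017 at the other ages. Together they had 1625 and 987 alignments per 1000000 miRNA alignments at P3 and P5, and between 50.7 and 163 at the other ages. Whole-library scaling is argued against by the position of the list, which at both ages lay at percentile 100 of 10000 random lists matched on level. The number of these miRNAs higher at both P3 and P5 than at each other age was 3 of 3, by at least 3.87-fold. The highest level was that of Mir133b at P3, 658 per 1000000 miRNA alignments. All 3 also had alignments in every other library, 3 for Mir206 at P1, which is the floor. A candidate explanation is muscle carried along in the dissection. The levels of these miRNAs are the pattern itself and do not test it, so muscle carried along in the dissection and a change of the retina with age cannot be told apart.

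Mir30c1 and Mir30c2 were low at P7 and P21, with a median log2 difference of -4.48 against the other ages. Their summed level was 1183 per 1000000 miRNA alignments at P7 and 1447 at P21, and between 21496 and 50816 at the other ages. A scaling of whole libraries is argued against by the other 4 mir-30 loci, whose median log2 difference at P7 and P21 was -0.42. A move of alignments to those loci is argued against as well, since their summed level changed by -30143 per 1000000 miRNA alignments while that of Mir30c1 and Mir30c2 was lower by 31826. A batch shared by the P7 and P21 libraries, which may have affected single sequences, cannot be told apart from a change with age. At both P7 and P21, 2 of 350 other miRNAs were at least 2-fold below each other age, against 0 or 1 at the other pairs of ages that are not neighbours, which is too few to decide. The authors' deposited table marks Mir30c2 between P7 and P15 with a q-value of 0.0373.

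Small nucleolar RNAs (snoRNAs) held 34.3% of the estimated alignments at P3, compared with 2.05% at P1, 9.06% at P5 and between 4.50% and 9.39% later. A few abundant features are argued against as the whole cause, as 80.2% of the 252 snoRNA features with at least 20 alignments had a larger share of their library at P3 than at both P1 and P5. The 10 most abundant features held 38.0% of the snoRNA alignments at P3. A size selection that let longer RNAs through could raise other small RNAs as well. Mitochondrial tRNAs held 4.58% at P3, compared with 0.938% at P1, 2.57% at P5 and 4.21% at P21, and small nuclear RNAs 3.55%, 1.24%, 2.11% and 2.83%. Both of these classes had their highest share at P3, which goes with this explanation. Other classes did not have their highest share at P3. The large snoRNA share at P3 lowers the share of every other class there, so the shares of these classes do not argue against size selection. The share of rRNAs was lower at P3 (1.82%) than at P1 (2.75%) and P5 (2.71%). That of miscellaneous RNAs was 0.999% at P3, between P1 (1.15%) and P5 (0.946%). Small Cajal body RNAs held 0.131% at P3, above P1 and P5 (0.108% at each), but were highest at P7 (0.155%). The median log2 rise at P3 was 2.66 for snoRNAs and 0.58 (95% interval from 0.35 to 0.76) for 136 features of other classes and similar length, which argues against size selection as the whole cause and leaves it open as a part. Among features under 100 bases the rise was 3.17 for 163 snoRNAs and 0.59 for 31 others. It was 0.94 for 89 snoRNAs of at least 100 bases. A difference in the preparation of this library that acts on these snoRNAs, or a change with age, stays open and was not tested.

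Mir211 rose by 6.80 on the log2 scale from P1 to P21, and its estimated alignments rose from 54.0 to 20385. The smallest rise with the values as deposited and the scalings set before the data were examined was 6.18, which argues against a scaling of whole libraries. Reads shared with its paralog Mir204 in a fixed proportion are argued against by the log2 ratio of these loci, which changed by 5.26 (95% counting interval from 4.87 to 5.64). Pigment epithelium carried along with older retinas could raise both miRNAs. Mir204 gained 10495 per 1000000 miRNA alignments from P1 to P21 and Mir211 gained 16627. Between these ages Mir204 did not rise steadily, with 22785 at P1, 37754 at P3, 28586 at P5, 30685 at P7, 30387 at P10, 40585 at P15 and 33280 at P21 per 1000000 miRNA alignments. In these units Mir204 fell from P3 to P21 while Mir211 rose from 680 to 16931. With the FPKM as deposited, both Mir204 and Mir211 were lower at P3 than at P21, so the fall of Mir204 depends on the unit. By the rule first set, that Mir204 gain at least as much as Mir211, the values argue against pigment epithelium. That rule assumed a proportion of these miRNAs, and the high and variable level of Mir204 at all ages would hide a small gain. The proportion of these miRNAs in pigment epithelium was not measured here, so this explanation and a rise within the retina with age cannot be told apart.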

How the results depend on the processing

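The alternatives with estimated alignments, as levels or as a filter, were chosen after the data were seen, and the others before the data were examined. The lowest level was at day 7 for mir-135 and mir-218, and the highest at day 10 and day 15, under each scaling, pseudocount and locus alternative that was run. With each age left out in turn, the lowest age ranged from day 5 to day 7 for mir-135 and from day 5 to day 7 for mir-218, and the highest from day 1 to day 10 and from day 10 to day 15. These changed only where the extreme age itself was left out: without P7 the lowest was at day 5, without P10 the highest of mir-135 was at day 1, and without P15 the highest of mir-218 was at day 10. In all, 416 distinct alternative values were computed for 46 results, and 310 of them lay within the 95% counting or sampling interval, or within 1.5 times for counts. Pseudocounts of 0.1 and 10, the mean over loci, Mir218-2 alone and the filters on FPKM moved none of the results they were applied to beyond these limits. Such pseudocounts, and the filter at a mean of 100 FPKM, which kept 568 of the 571 features, could hardly move these results. Leaving out an age that is not the extreme one cannot change the extreme age. The number of values within the limits is therefore not a measure of robustness. Apart from the construction of each alternative, the cause of the changes was not tested.

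Scaling to the miRNA total gave mir-135 log2 values against P21 of 0.70 at P1, 0.74 at P3, -0.16 at P5, -0.80 at P7, 1.18 at P10 and 0.23 at P15 and differences of 0.90 for P3 against P5 and 1.98 for P10 against P7. Scaling to the miRNA total gave mir-218 log2 values against P21 of 0.025 at P1, 0.66 at P3, -0.65 at P5, -1.60 at P7, 0.49 at P10 and 1.53 at P15 and differences of 2.09 for P10 against P7 and 1.04 for P15 against P10. Median-of-ratios scaling gave mir-135 log2 values against P21 of -1.20 at P7 and differences of -0.33 for P7 against P5 and 2.13 for P10 against P7. Median-of-ratios scaling gave mir-218 log2 values against P21 of 1.29 at P15 and differences of -0.64 for P7 against P5 and 1.05 for P15 against P10. TMM scaling gave mir-135 log2 values against P21 of -1.10 at P7 and 0.095 at P15 and differences of -0.27 for P7 against P5, 1.91 for P10 against P7 and -0.72 for P15 against P10. TMM scaling gave mir-218 log2 values against P21 of -1.90 at P7 and 1.39 at P15 and differences of -0.58 for P7 against P5, 2.03 for P10 against P7 and 1.26 for P15 against P10. Mir135a alone, the most abundant mir-135 locus, gave mir-135 log2 values against P21 of 0.30 at P1, 0.15 at P3 and -0.47 at P5. Mir135b alone gave mir-135 log2 values against P21 of -0.36 at P1, -0.69 at P3, -1.27 at P5 and -1.73 at P7 and differences of 2.72 for P10 against P7. Mir3565 alone gave mir-218 log2 values against P21 of -2.54 at P7. The mean of all ages as the reference gave mir-135 log2 values against that mean of 0.30 at P1, 0.093 at P3 and 1.16 at P10. The mean of all ages as the reference gave mir-218 log2 values against that mean of -0.17 at P1, 0.22 at P3, -0.80 at P5, -1.82 at P7, 0.67 at P10 and 1.47 at P15.

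Levels per estimated miRNA alignment gave mir-135 log2 values against P21 of 1.12 at P1, 0.72 at P3, -0.15 at P5, -0.57 at P7, 1.13 at P10 and 0.037 at P15 and differences of 1.70 for P10 against P7. Levels per estimated miRNA alignment gave mir-218 log2 values against P21 of 0.46 at P1, 0.63 at P3, -0.73 at P5, -1.47 at P7, 0.46 at P10 and 1.30 at P15 and differences of 1.37 for P3 against P5 and 1.93 for P10 against P7. Median-of-ratios scaling over miRNAs with at least 20 alignments gave mir-135 log2 values against P21 of 0.30 at P1, -0.96 at P7 and 0.011 at P15 and differences of -0.27 for P7 against P5 and 2.00 for P10 against P7. Median-of-ratios scaling over miRNAs with at least 20 alignments gave mir-218 log2 values against P21 of -0.37 at P1, -1.76 at P7 and 1.31 at P15 and differences of -0.58 for P7 against P5 and 2.11 for P10 against P7.

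The share of miRNAs with their lowest level at P7 was 15.2% when scaled to the miRNA total, 12.1% with median-of-ratios scaling, 9.28% with TMM and 28.1% among miRNAs with at least 20 alignments. The share with their highest level at P10 was 5.78%, 8.23% and 6.30% under these scalings. Among miRNAs with at least 20 alignments the median log2 change of all miRNAs against P21 was -0.20 at P1 and -0.69 at P7. Against the mean of all ages it was 0.21 at P5, -0.050 at P7 and -0.18 at P15. At P21, 180 miRNAs were at least 2-fold higher and 188 at least 2-fold lower than at P1, so 48.9% of those changed were higher. Scaled to the miRNA total, 249 were lower and 35.2% of those changed were higher. The share of higher miRNAs was 51.4% with median-of-ratios scaling and 53.0% with TMM. Among the 352 miRNAs with at least 20 alignments, 122 were higher and 102 lower (54.5% higher), so which direction was more frequent depended on the scaling and the filter.

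The medians of the lists against P21, scaled to the miRNA total, were 0.23 for paper families at P1, -0.023 for progenitor timing at P1, -1.76 for photoreceptor at P1, -2.91 for neuronal at P1, 2.68 for proliferation at P1, -3.55 for pigment epithelium at P1, 1.48 for blood at P1 and 4.96 for muscle at P3. With median-of-ratios scaling they were -0.73 for progenitor timing at P1 and -3.61 for neuronal at P1, and with TMM they were -0.79 for progenitor timing at P1, -2.52 for photoreceptor at P1, -3.67 for neuronal at P1 and 1.91 for proliferation at P1. At P1 against P21, the median of the mir-135 and mir-218 loci changed direction when scaled to the miRNA total. Direction also changed within the counting interval for mir-135 against P21 at P1, to -0.0071 with median-of-ratios scaling, -0.073 with TMM and -0.030 for the mean over loci, and at P3, to 0.035 with median-of-ratios scaling over miRNAs with at least 20 alignments. The difference of mir-135 between P3 and P1 became 0.040 when scaled to the miRNA total. Some 95% counting intervals, calculated from the loci each alternative uses, changed from excluding 0 to including it. For mir-135 these were P5 against P21 scaled to the miRNA total (from -0.40 to 0.072) and with levels per estimated miRNA alignment (from -0.39 to 0.085), P3 against P5 for Mir135b alone (from -0.028 to 1.18), and P7 against P5 with TMM (from -0.57 to 0.033), for Mir135b alone (from -1.08 to 0.15) and with median-of-ratios scaling over miRNAs with at least 20 alignments (from -0.57 to 0.029). For mir-218 these were P1 against P21 scaled to the miRNA total (from -0.17 to 0.22), P10 against P21 with TMM (from -0.051 to 0.31) and P3 against P1 with levels per estimated miRNA alignment (from -0.071 to 0.43). The same held for mir-218 at P3 against P21 for the mean over loci (from -0.34 to 0.011), Mir3565 alone (from -0.31 to 0.18) and median-of-ratios scaling over miRNAs with at least 20 alignments (from -0.23 to 0.15). Intervals of mir-135 that included 0 came to lie below 0 at P3 against P21 with TMM (from -0.47 to -0.059), for the mean over loci (from -0.51 to -0.025) and for Mir135b alone (from -1.11 to -0.26), at P1 against P21 for Mir135b alone (from -0.73 to -0.0020), and at P3 against P1 with levels per estimated miRNA alignment (from -0.64 to -0.15) and with median-of-ratios scaling over miRNAs with at least 20 alignments (from -0.51 to -0.024). They came to lie above 0 at P1 against P21 scaled to the miRNA total, for Mir135a alone and with both alternatives chosen after the data were seen, and at P3 against P21 scaled to the miRNA total and with levels per estimated miRNA alignment. For mir-218, values below 0 with their interval came to lie above 0 at P1 against P21 with levels per estimated miRNA alignment, and at P3 against P21 with these levels and scaled to the miRNA total. The muscle list at P1 changed direction within its counting error, to -0.060 with median-of-ratios scaling and -0.13 with TMM.

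The paper states that the pools were sequenced 2 times. Values from each sequencing run alone were not run, because 1 value per age was used, and the largest feature of a locus was not run, because each locus of these families is listed 1 time. No paired analysis was possible because 1 value per age was used and no result comes from a test. Few alignments limit the single loci, and the 95% counting interval of Mir135b at P7 against P21 ran from -2.16 to -1.30.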

Differences from the paper's values

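The levels with estimated alignments named here were computed after the data were seen. A difference from Figure 1 was counted where it exceeded 1 standard error of counting of the family's value calculated here, since there is no spread between replicates and the legend does not define the error bars. For mir-218, the paper's values are about 0.0 in Figure 1, read by eye, at P3 where -0.21 was calculated, about -0.8 in Figure 1, read by eye, at P5 where -1.23 was calculated, about -1.5 in Figure 1, read by eye, at P7 where -2.25 was calculated, about 0.1 in Figure 1, read by eye, at P10 where 0.25 was calculated and about 0.9 in Figure 1, read by eye, at P15 where 1.05 was calculated. For mir-135, the paper's values are about -0.2 in Figure 1, read by eye, at P1 where 0.070 was calculated, about -0.75 in Figure 1, read by eye, at P7 where -1.45 was calculated and about 0.7 in Figure 1, read by eye, at P10 where 0.93 was calculated. At P15 the value of mir-135 is about -0.13 in Figure 1, read by eye, and -0.25 was calculated. At P1 the value of mir-218 is about -0.7 in Figure 1, read by eye, and -0.60 was calculated. Both of these pairs lay just within 1 standard error, by less than the figure can be read. For mir-218 at P10 and P15 the figure lay within the 95% counting intervals (from 0.066 to 0.43 and from 0.88 to 1.21), so these differences are not beyond the 95% counting error.

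Of the alternatives set before the data were examined, scaling to the miRNA total gave -1.60 for mir-218 and -0.80 for mir-135 at P7, within 1 standard error of Figure 1. TMM gave 0.13 for mir-218 at P10. Mir3565 alone gave -0.065 at P3 and 0.96 at P15, and the mean of all ages as the reference gave -0.80 for mir-218 at P5, a value against that mean and not against P21. With the standard error of the family, none of the alternatives set before the data were examined closed the gap of mir-135 at P1 or P10. With the larger standard error of the locus itself, 0.18, Mir135b alone closed it at P1 with -0.36. The figure lay within wider limits, the 95% counting intervals, for mir-135 at P1 with TMM (from -0.26 to 0.11) and the mean over loci (from -0.24 to 0.18), at P10 with TMM (from 0.64 to 0.98) and Mir135a alone (from 0.69 to 1.10), for mir-218 at P3 with the mean over loci (from -0.34 to 0.011) and at P5 when scaled to the miRNA total (from -0.90 to -0.40). No alternative closed the gap at every age of a family. Of the alternatives chosen after seeing the values, levels per estimated miRNA alignment gave -0.73 at P5 and -1.47 at P7 for mir-218, and median-of-ratios scaling over miRNAs with at least 20 alignments gave -0.040 at P3 for mir-218. With these alternatives chosen after seeing the values, the figure also lay within the 95% counting intervals of mir-135 at P7 with both (from -0.80 to -0.34 and from -1.19 to -0.73) and of mir-218 at P7 with the latter (from -2.03 to -1.49).

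The log base was checked. The mean absolute difference from Figure 1 was 0.30 for mir-218 and 0.24 for mir-135 on the log2 scale, and 0.13 and 0.15 on the natural log scale. On the natural log scale 2 of 6 ages of mir-218 and 2 of 6 ages of mir-135 lay within 1 standard error of Figure 1. On the log2 scale these counts were 1 of 6 for mir-218 and 3 of 6 for mir-135. The families thus differed in the scale with more matches, and the whole series matched on neither scale.

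The paper states in its results that the peak of these miRNAs fell at P10. For mir-218 the highest level calculated here was at P15, 0.80 above P10 on the log2 scale, which is also the order in Figure 1. The paper's discussion names both P15 and P10 as its higher point, and in another sentence places the peak of its sequencing results at P10.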

Other observations

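The tests of scaling at P7 in this part were chosen after the results were seen. The lowest level at P7 could come from a shift of the whole P7 library. For mir-218, the smallest fall from P5 to P7 under the miRNA scalings was -0.58 (95% counting interval from -0.92 to -0.23), which argues against such a shift as the whole cause. For mir-135 it was -0.27 (from -0.57 to 0.033), so a shift of the library and a fall of mir-135 between P5 and P7 cannot be told apart at this depth. A change with age stays open for both and was not tested.

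The marker lists fixed before the data were examined had the following median log2 values at P1 against P21, each with its percentile among the random lists. The neuronal list (3 loci of mir-124) was at -3.53 (percentile 0.920), and the proliferation list (12 loci) was at 2.06 (percentile 99.8). The mir-124 loci changed almost equally and may amount to a single measurement. The random lists hold separate miRNAs, so the neuronal percentile may overstate how extreme this list is. The photoreceptor list (Mir183 and Mir96) was at -2.38 (percentile 14.1), pigment epithelium at -4.18 (percentile 5.49), progenitor timing at -0.65 (percentile 19.5), blood at 0.86 (percentile 45.3), muscle at 0.017 (percentile 64.8) and the 4 loci of mir-135 and mir-218 at -0.39 (percentile 20.1). Within progenitor timing, the 9 let-7 loci had a median of -0.022, with 5 of them lower at P1, a direction that the shift of 0.63 from scaling to the miRNA total changes, and the 2 mir-125 loci a median of -2.86.

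The 5 miRNA features with the highest mean FPKM were Mir124-1, Mir124-3, AC135674.1, Mir124-2 and Mir19b2. AC135674.1 is 9 bases long and had a mean of 50.2 estimated alignments, whereas Mir19b2 had 9122. The FPKM of very short features was therefore large at few alignments, and 78 of the 571 miRNA features are shorter than 50 bases. The mir-124 loci had nearly equal alignments (4925, 4829 and 4874 at P1), and whether their reads were divided or counted at each locus was not determined.

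By the rule set before the data were examined, the largest rises from P1 to P21 were those of Mir664-2, AC110862.1, AC135285.5, AABR07015838.2 and AABR07067401.1, all listed at 0 at P1, with between 16.7 and 89.4 estimated alignments at P21. The largest falls were those of AABR07039174.1, AC096600.1 and AABR07057442.1, listed at 0 at P21, and of AC099304.1 and AC132627.1, with 16 and 13 estimated alignments at P1 and under the floor at P21. Because these rest on few alignments, the ranking was repeated, after the values were seen, for miRNAs with a mean of at least 20 alignments and over 3 at both ages. On the log2 scale the largest rises were then those of Mir211 (6.80), Mir99a (5.94), Mir129-2 (5.25), Mir29b1 (5.17) and Mir29b2 (5.16), and the largest falls those of AABR07015079.1 (-5.26), AC124839.1 (-4.86), Mir503 (-4.76), AABR07063421.1 (-4.66) and rno-mir-503-1 (-4.50). Whether Mir503 and rno-mir-503-1 share reads was not determined. In the authors' deposited table, Mir3556a between P5 and P21 is marked with a q-value of 0.0222, with both ages above 0.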
